A study of Mus musculus with 21 samples.

How the data were processed

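The 21 libraries were made from poly(A) RNA with a directional kit after on-column DNase treatment, per the labels' protocols. Each library's group, time and replicate number were taken from its title, and the 21 columns of the single deposited table were matched to the samples by name, with 0 columns left unmapped. The table held 20900 gene symbols with 0 duplicates. Its values are log2 expression, deposited by the authors under a name that says they were normalized with voom. The aligner, the counting program, the genome build, the annotation and the filters applied before deposition are not stated in the labels or the file, so no coordinates are given.

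The log2 values were tested for whole reads. With the smallest value of each library taken as 0 reads plus the voom offset of 0.5, every value gave a whole number of reads to within 1.7e-08. The value is thus the log2 of reads plus 0.5 over an effective library size, scaled by a constant. That size was the total reads of the table times a factor per library, from 0.832 to 1.375, with a geometric mean of 1. These factors differed from median-ratio factors computed from the genes (0.941 to 1.107), and their origin is not stated. The smallest total of a gene over the 21 libraries was 3 reads. A few genes did not dominate the libraries, since the 10 genes with most reads held 4.23% to 5.57% of them. PCR duplicates cannot be told from separate molecules in these values.

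The main test was a linear model in limma 3.58.1 (R 4.3.3) on the deposited log2 values, with 1 mean per group over all 21 libraries, eBayes with a mean-variance trend, and Benjamini-Hochberg adjustment over the genes tested at a threshold of 0.05. Genes were tested where the log2 value was above 0 in at least 3 of the 21 libraries, which left 14666 genes and set aside 6234. All tests were two-sided. There were 11 comparisons: each inhibitor at 3 times against the 0 h control, BMH-21 against CX-5461 at 3 times, and 8 h against 2 h within each inhibitor. Fold changes are on the scale with the 0.5 offset, which understates those of low genes. The deposited values were a log2 unit, so no count model was used.

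On the deposited scale the variance prior carried 111.5 degrees of freedom against 14 from the replicates, so a gene's own variance had little weight. For 291 of 14666 genes the own variance was over 2 times the moderated one. Dux had an own SD of 0.47 against a moderated 0.32, and adjusted p-values of such genes are too small. After centring the prior carried 8.5 degrees of freedom against the same 14. With these weights no gene can exceed that limit, so the count of 0 there says nothing about the variances.

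The 5 gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 45 tests, with fry and an estimated correlation beside it. Camera compares a set with the other genes tested, so its direction can differ from the sign of the set's median. Genes named in the text were chosen by a rule. It takes the fixed list, and the 3 largest rises and 3 largest falls in each comparison with control and in BMH-21 against CX-5461 at 8 h, among genes with an adjusted p under 0.05, a mean of at least 0 and no overlap between the groups' values. Zscan4e of the fixed list was not analysed here, and Zfp352 was below the filter. Rn45s and the aryl hydrocarbon receptor genes other than Cyp1a1 and Cyp1b1 were chosen after their values were seen. Transcript length and GC content came from GENCODE M21, to which 98.8% of the symbols in the table were matched.

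The fit was tested on simulated reads for 14666 genes with the means, effective library sizes and moderated spread of the real table, of which 200 were changed by known folds. It recovered 196 of the 200 (98.0%), 4.9% of its calls were false, and it made 0 calls in an unchanged comparison. The simulation held no library-wide shifts. On 14582 genes with a GC value, a GC trend put into 1 group gave 9639 false calls, and removing the trend left 0 with 196 of 200 changed genes still recovered. Of 100 random lists of 9 unchanged genes, 5 lay above the 95th percentile of matched lists.

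The groups, the tests, the gene sets, the fixed list, the rule for named genes and the alternatives were chosen before the data were examined. The median-ratio factors were added after the deposited factors had been seen, and the tests of possible explanations were chosen after a first fit of the genes. Of these, the tests of the scaling factors, of sequencing depth and of Rn45s were chosen after the values they measure had been seen, and the others before. The alternatives were other filters, a floor at 0, an offset of 5 reads, centring, quantile normalization, other variance models, voom weights on the recovered reads, fits of only the groups compared, the replicate number as a block, other set tests, and leaving out each replicate in turn. Figures were drawn with matplotlib 3.10.9.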

Results

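The data were RNA-seq libraries of poly(A) RNA from E14 mouse embryonic stem cells, a line grown with leukaemia inhibitory factor. Cells received 1 µM BMH-21 or 1 µM CX-5461, small molecules that inhibit RNA polymerase I, the enzyme that transcribes ribosomal DNA. RNA was taken from untreated cells (0 h) and after 2, 4 and 8 h of each inhibitor. This gave 7 groups of 3 replicates, 21 libraries in all. The 0 h libraries served as the control for both inhibitors, so time in medium without inhibitor was not part of the comparison. Whole reads recovered from the deposited log2 values gave 46604397 to 62812641 reads per library over the 20900 genes of the table. At this depth 3 reads corresponded to a log2 value between -4.63 and -3.59, and a log2 value of 0 to between 42 and 86 reads. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 2.65 to 27.3. This argues against 1 library sequenced again, but cannot show whether replicates came from separate cultures. All 21 libraries were counted as separate samples.

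The deposited values carried a scaling factor per library, from 0.832 to 1.375, that differed from the median-ratio factors of the same genes, which ran from 0.941 to 1.107. The 3 factors were 1.209 to 1.375 in the BMH-21 8 h libraries and 0.888 to 0.943 in the CX-5461 8 h libraries. Centring each library on its median removed a shift common to all genes from the log2 fold changes against control. The shift it removed was -0.08, -0.15 and -0.21 for BMH-21 at 2, 4 and 8 h and -0.15, -0.16 and 0.22 for CX-5461. Directions are therefore given as deposited and, where they changed, after centring.

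The first question was which genes changed after each time of RNA polymerase I inhibition. Of 14666 genes tested with limma, 2891 differed from control after 2 h of BMH-21 at a Benjamini-Hochberg adjusted p under 0.05, 1243 higher and 1648 lower. The count was 9826 at 4 h (3234 higher, 6592 lower) and 11948 at 8 h (3599 higher, 8349 lower). CX-5461 gave 4096 genes at 2 h (1093 higher, 3003 lower), 10403 at 4 h (2899 higher, 7504 lower) and 7245 at 8 h (5154 higher, 2091 lower). In proportion, centring moved the 2 h BMH-21 count most, to 5285 genes. In number of genes it moved the 8 h CX-5461 count most, to 10851. Leaving out 1 library moved the 2 h CX-5461 count to between 2370 and 5592 genes, and 4 of the 6 such fits gave at most 2492. The 2 h split of BMH-21 turned in 3 of the 6 such fits, to 1274 higher and 850 lower without BMH-21 replicate 1, 1137 and 980 without control replicate 1 and 1115 and 931 without control replicate 2. No other split against control turned in this way.

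The split between higher and lower genes depended on the scaling. After 8 h of CX-5461, 71.1% of the called genes were higher as deposited, 39.6% after centring and 49.9% with median-ratio factors. After 8 h of BMH-21 the share called lower was 69.9% as deposited, 60.6% after centring and 52.5% with median-ratio factors. At 4 h the share called lower was 67.1% for BMH-21 as deposited, against 56.3% after centring, while median-ratio factors gave 5043 genes higher and 5687 lower. For CX-5461 at 4 h the shares called lower as deposited, after centring and with median-ratio factors were 72.1%, 61.6% and 52.3%. At 2 h they were 57.0%, 48.4% and 46.2% for BMH-21 and 73.3%, 53.1% and 40.6% for CX-5461.

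**Figure D1:**
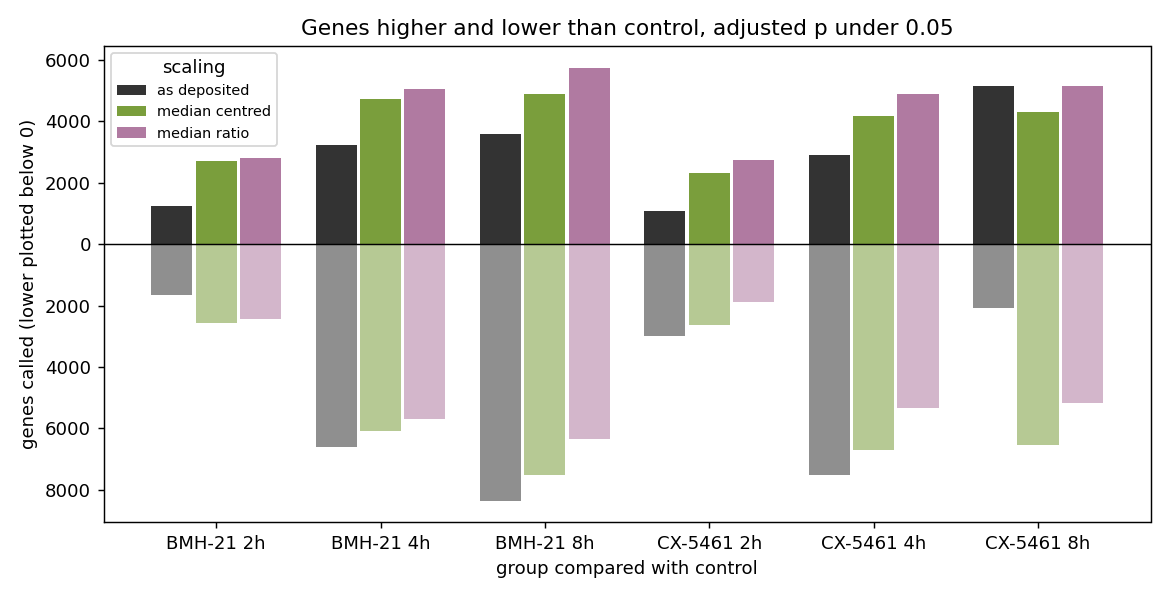
Number of genes called higher (above 0) and lower (below 0, paler) than the 0 h control for each inhibitor and time, under 3 scalings of the same libraries. As deposited, 5154 genes were higher and 2091 lower after 8 h of CX-5461, and centring turned this to 4301 higher and 6550 lower.

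Changes of at least 2-fold were found for 498 genes after 2 h of BMH-21 (415 higher, 83 lower), 2843 at 4 h (1679 higher, 1164 lower) and 4804 at 8 h (2107 higher, 2697 lower). CX-5461 changed 520 genes by this measure at 2 h (431 higher, 89 lower), 2353 at 4 h (1542 higher, 811 lower) and 2035 at 8 h (1960 higher, 75 lower). More of these genes were higher than lower under each of the 3 scalings in 5 of the 6 comparisons. The sixth was BMH-21 at 8 h, where more were lower as deposited, but centring gave 2431 higher and 1699 lower and median-ratio factors 2711 and 1209. In proportion, setting log2 values below 0 to 0 moved the 2 h BMH-21 count most, to 257 genes.

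A list of genes was fixed in advance because RNA polymerase I inhibition in embryonic stem cells raises the question of a 2-cell-like state, of p53 activity and of pluripotency. Of these, 12 were tested. The number past the threshold, over all genes tested, was 6, 10 and 12 after 2, 4 and 8 h of BMH-21, and 6, 11 and 12 when adjusted over the list alone. CX-5461 gave 6, 7 and 11 genes in both ways of adjusting. After centring the numbers over all genes were 7, 11 and 12 for BMH-21 and 6, 7 and 12 for CX-5461. Setting log2 values below 0 to 0 moved these genes most, taking the 8 h change of Dux with BMH-21 from 5.17 to 2.43.

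Dux, which encodes a transcription factor of the 2-cell embryo, had a log2 value of -2.74 ± 0.92 (SD, n = 3) in control, where its libraries held 3 to 11 reads. It rose to -1.34 ± 0.53 after 2 h, 1.46 ± 0.19 after 4 h and 2.43 ± 0.30 after 8 h of BMH-21 (SD, n = 3). With CX-5461 it reached -1.57 ± 0.50, 0.81 ± 0.14 and 1.05 ± 0.03 (SD, n = 3). The log2 fold changes were 1.40, 4.20 and 5.17 for BMH-21, with limma adjusted p of 9.4e-06, 1.3e-30 and 9.2e-39. Those for CX-5461 were 1.16, 3.55 and 3.79, with limma adjusted p of 2.7e-04, 7.0e-25 and 6.7e-27. Each had a standard error of 0.26. All 3 treated libraries lay above every control at each time, except that 2 of 3 did after 2 h of CX-5461, where leaving out control replicate 3 gave 0.65. Without that control the 2 h value of BMH-21 was 0.89, and leaving out 1 library gave 0.89 to 1.77 for BMH-21 and 0.65 to 1.54 for CX-5461. The 2 h rise rested on 12 to 22 reads per library with BMH-21 and 13 to 20 with CX-5461, and it was 0.00 for both once values below 0 were set to 0. Quantile normalization left it at 0.54 and 0.34, short of the threshold. Dux is a multi-copy gene, so its reads are uncertain between copies.

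The Zscan4 genes Zscan4a, Zscan4b, Zscan4c, Zscan4d and Zscan4f are near-identical paralogs whose reads could be split between them, so each value is uncertain. At 8 h all 5 were higher than control, by log2 fold changes of 2.14 to 2.26 with BMH-21 and 1.02 to 1.35 with CX-5461. The largest limma adjusted p among these 10 tests was 1.0e-08, for Zscan4b with CX-5461, and in all 10 the 3 treated libraries lay above every control. At 2 h none of the 5 was past the threshold with either inhibitor as deposited, and Zscan4d with BMH-21 was past it after centring, at 0.40. At 4 h of BMH-21 the log2 fold changes were 0.30 to 0.42, and Zscan4c, Zscan4d and Zscan4f were past the threshold with limma adjusted p of 0.042, 0.01 and 0.0054. Of their 3 treated libraries 2, 3 and 3 lay above every control, each call was lost without BMH-21 replicate 1 (0.21, 0.22 and 0.24), and after centring all 5 genes were past the threshold. With CX-5461 the log2 fold changes lay between -0.16 and -0.02 at 2 h and between -0.18 and -0.02 at 4 h, and 4 of the 5 at each time turned positive after centring and all 5 with median-ratio factors. Quantile normalization left all 5 below 0 at 4 h, with Zscan4a at -0.13, Zscan4b at -0.30, Zscan4c at -0.09, Zscan4d at -0.26 and Zscan4f at -0.12. Leaving out 1 library changed the sign for Zscan4a (-0.10, without replicate 2 or 3) and Zscan4f (-0.02, without replicate 2) at 2 h of BMH-21. Without CX-5461 replicate 2 the 2 h values of Zscan4c and Zscan4d were 0.05 and 0.01, and without CX-5461 replicate 3 the 4 h values of Zscan4a, Zscan4c and Zscan4f were 0.03, 0.16 and 0.01. Zfp352, also on the list, lay below the filter and was not tested. Its log2 value was -1.74 ± 0.30 in control, -0.80 ± 0.24 after 8 h of BMH-21 and -0.37 ± 0.34 after 8 h of CX-5461 (SD, n = 3).

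Cdkn1a, Mdm2 and Ccng1, targets of p53, were higher than control at every time with both inhibitors. The log2 value of Cdkn1a was 5.23 ± 0.11 in control (SD, n = 3). Its log2 fold changes were 2.67, 2.70 and 2.46 after 2, 4 and 8 h of BMH-21 and 2.46, 1.98 and 1.87 with CX-5461. Those of Mdm2 were 2.22, 3.01 and 2.71 with BMH-21 and 2.24, 2.42 and 1.75 with CX-5461. For Ccng1 they were 1.60, 2.20 and 2.00 with BMH-21 and 1.39, 1.77 and 1.47 with CX-5461. Each had a standard error of 0.10, and the largest limma adjusted p was 2.6e-24, for Ccng1 at 2 h of CX-5461. In all 18 tests the 3 treated libraries lay above every control.

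Nanog had log2 values between 8.86 and 9.08 in the control libraries and of 8.39 ± 0.06, 7.24 ± 0.07 and 6.87 ± 0.11 after 2, 4 and 8 h of BMH-21 (SD, n = 3). With CX-5461 it was 8.38 ± 0.13, 7.77 ± 0.16 and 8.74 ± 0.07 (SD, n = 3). The log2 fold change at 8 h was -2.13 with BMH-21 (limma adjusted p 7.9e-41) and -0.26 with CX-5461 (limma adjusted p 0.028), and all 3 treated libraries lay below every control with each. The CX-5461 value at 8 h was -0.48 after centring (limma adjusted p 1.9e-08). It was -0.02 under quantile normalization and lost the threshold in 4 of the 6 fits that each left out 1 library, where it lay between -0.27 and -0.22. Sox2 changed by -0.93, -1.46 and -1.18 with BMH-21 and by -0.90, -0.80 and -0.12 with CX-5461. The last of these was not past the threshold (limma adjusted p 0.33), was past it after centring at -0.34, and was 0.09 under quantile normalization. Pou5f1 had a log2 fold change of -0.94 after 8 h of BMH-21 (limma adjusted p 2.3e-16), with all 3 treated libraries below every control. Its changes were -0.06 and -0.23 at 2 and 4 h of BMH-21, which were 0.01 and -0.08 after centring. The 4 h call (limma adjusted p 0.032) was lost after centring and in 4 of the 6 fits that each left out 1 library (-0.24 to -0.17). For CX-5461 the changes of Pou5f1 were -0.18, -0.40 and -0.35, and the 2 h value was 0.01 with median-ratio factors.

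**Figure D2:**
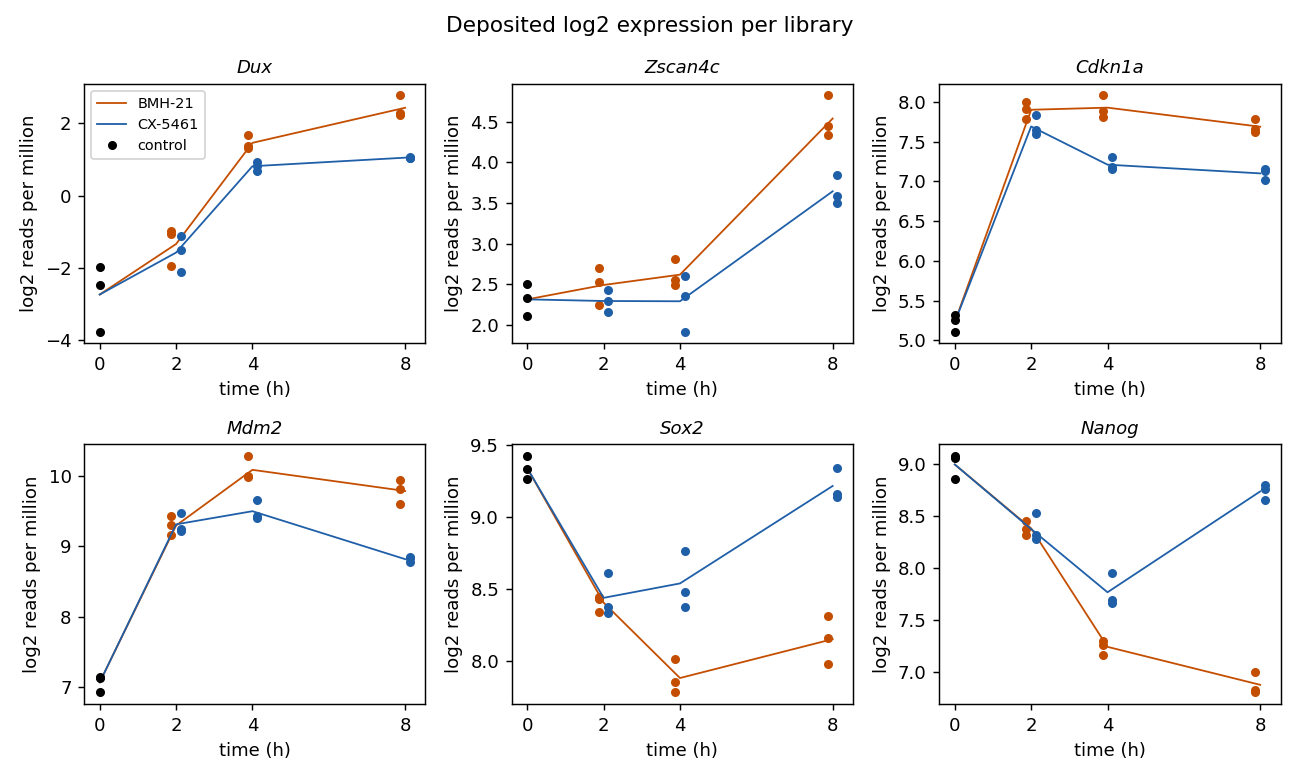
Deposited log2 expression (vertical axis, log2 of scaled reads) of 6 genes by time in hours, with 1 point per library and lines through the means of the 3 replicates. Nanog at 8 h was 6.87 with BMH-21 and 8.74 with CX-5461, against 8.86 to 9.08 in the control libraries.

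The largest rises after 2 h of BMH-21, by the rule for named genes, were those of Cyp1a1 (log2 fold change 7.50), Cyp1b1 (5.70) and Fosl1 (3.90). The largest falls were those of Klf15 (-1.87), Foxd3 (-1.79) and Insm1 (-1.64). After 2 h of CX-5461 the largest rises were those of Fosl1 (3.82), Mab21l2 (3.62) and Cyp26b1 (3.59), and the largest falls those of Foxd3 (-1.73), Edn1 (-1.59) and Klf6 (-1.42). At 4 h Krt5 rose most with both inhibitors, by 7.08 with BMH-21 and 5.91 with CX-5461. It was followed by Klhl30 (6.92) and Art4 (6.20) with BMH-21 and by Klhl30 (5.85) and Rgs14 (5.84) with CX-5461. The largest 4 h falls were those of Foxd3 (-4.72), Mir124a-1hg (-4.28) and Zic5 (-4.21) with BMH-21 and of Spic (-2.89), Bmp4 (-2.82) and Pax6 (-2.76) with CX-5461. At 8 h Krt5 (9.06), Klhl30 (8.17) and Dusp13 (7.49) rose most with BMH-21, and Krt5 (6.59), Matn4 (5.74) and Klhl30 (5.70) with CX-5461. Hes3 (-5.27), 6330410L21Rik (-4.55) and Pax8 (-4.27) fell most at 8 h of BMH-21, and Hes3 (-2.60), 6330410L21Rik (-1.82) and Atp1a4 (-1.81) at 8 h of CX-5461. In all 36 cases the 3 treated and 3 control values did not overlap, as the rule required, and the largest limma adjusted p was 8.1e-09, for Edn1. Klhl30 had 1 to 7 reads per control library and Art4 2 to 8, so their folds are imprecise. Mab21l2 had 2 to 4 reads per control library, and its change was 0.03 once values below 0 were set to 0. Other genes of low counts also shrank under an alternative, with their direction kept. The smallest changes were 0.76 for Cyp26b1 and -0.41 for Edn1 at 2 h of CX-5461, and 1.76 for Klhl30 at 8 h of CX-5461. At 8 h of BMH-21 they were -2.03 for Hes3 and -1.57 for 6330410L21Rik.

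The inhibitors were compared with each other at each time, which asks whether their effects differ. The count of genes that differed was 585 at 2 h (362 higher with BMH-21, 223 lower), 2617 at 4 h (1372 higher, 1245 lower) and 11615 at 8 h (1754 higher, 9861 lower). Centring moved these to 2261, 6719 and 10513 genes. The 8 h split was 84.9% lower with BMH-21 as deposited, 56.6% after centring and 51.4% with median-ratio factors. The 2 h split was 38.1% lower as deposited, 49.2% after centring and 63.6% with median-ratio factors. At 4 h the share lower was 47.6%, 40.3% and 57.8%. Leaving out 1 library moved the 2 h count to between 361 and 653 and the 4 h count to between 1687 and 2931. In 3 of the 6 such fits at each time the split turned, and it ran from 158 higher and 214 lower without BMH-21 replicate 2 to 478 and 114 without CX-5461 replicate 1 at 2 h. At 4 h it ran from 662 higher and 1539 lower without BMH-21 replicate 1 to 2184 and 747 without CX-5461 replicate 2. Of the 12 fixed genes tested, 0 differed at 2 h, 8 at 4 h and 12 at 8 h as deposited, and these counts were 0, 11 and 12 when adjusted over the list alone. At 2 h, 3 of the 12 had an unadjusted p under 0.05. After centring the counts over all genes were 2, 10 and 12. The 2 at 2 h were Cdkn1a (0.14, limma adjusted p 0.026) and Ccng1 (0.13, limma adjusted p 0.0079), and those gained at 4 h were Zscan4c (0.32, limma adjusted p 0.035) and Pou5f1 (0.16, limma adjusted p 0.0067). At 8 h Nanog was lower with BMH-21 by a log2 difference of -1.87 (limma adjusted p 1.9e-34) and Dux was higher by 1.38 (limma adjusted p 1.5e-06). By the rule for named genes, Cyp1a1 (4.68), Fank1 (3.05) and Cyp1b1 (3.03) were higher with BMH-21 at 8 h, and Fgf15 (-3.72), Foxd3 (-3.54) and AI118078 (-3.18) were lower.

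The log2 fold changes of the inhibitors against the shared control were correlated across the 14666 genes, which are not independent replicates. Pearson's r was 0.84 at 2 h, 0.95 at 4 h and 0.92 at 8 h. Unchanged groups simulated against the same controls gave a mean r of 0.50 and at most 0.52 in 100 simulations. Using all genes in the table moved r most, to 0.681 at 2 h. The share of genes with the same sign was 81.2%, 89.8% and 70.2%, against 66.7%, 66.6% and 66.7% in the simulations, and 78.0%, 85.6% and 84.8% after centring. The simulated noise was independent between genes and held no library-wide shifts. The simulations therefore understate how far r and above all the same-sign share can move without an effect. Both inhibitors called 2145 genes at 2 h, 8529 at 4 h and 6036 at 8 h, and 99.8%, 99.7% and 89.6% of these changed in the same direction. The shared controls can raise these shares, and no value for unchanged groups was computed for them.

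Within an inhibitor, the 8 h libraries were compared with the 2 h libraries. BMH-21 gave 11331 genes (3663 higher at 8 h, 7668 lower) and CX-5461 gave 8220 (7511 higher, 709 lower). The share higher with CX-5461 was 91.4% as deposited, 41.5% after centring and 49.4% with median-ratio factors. For BMH-21 the share higher was 32.3%, 39.4% and 48.1%.

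Gene sets fixed in advance were tested with limma's camera at a preset inter-gene correlation of 0.01, and 34 of 45 tests were past an adjusted p of 0.05. Of these 34, 29 were past it under fry and 0 with the correlation estimated from the data, where 4 of 45 had an unadjusted p under 0.05. With that correlation 11 of the 34 were past it after centring. Under fry after centring 37 of 45 tests were past it, among them 32 of the 34. Quantile normalization moved a set most, taking the 2-cell-like median at 8 h of CX-5461 from 1.62 to 0.89. The p53 targets (31 genes tested) had a median log2 fold change of 0.82, 1.90 and 1.76 after 2, 4 and 8 h of BMH-21 and 1.12, 1.76 and 1.37 with CX-5461. All 6 of these tests were past the threshold under camera and fry, and also with the estimated correlation after centring. The pluripotency set (22 genes) had medians of -0.31, -1.09 and -1.40 with BMH-21 and -0.51, -0.84 and -0.33 with CX-5461, past the threshold under camera and fry. The 2-cell-like set (26 genes) had medians of 0.16, 0.36 and 2.18 with BMH-21, of which the 4 h value was 0.19 and not past the threshold under quantile normalization. Leaving out 1 library gave 0.10 to 0.27 at 2 h and 0.23 to 0.50 at 4 h. Setting log2 values below 0 to 0 gave 0.06 at 2 h. With CX-5461 the medians of this set were -0.13 at 2 h and -0.04 at 4 h, neither past the threshold under camera or fry. Camera's direction was up at both times, where the medians of all tested genes were -0.18 and -0.28. After centring both tests were past the threshold under fry (fry adjusted p 9.5e-05 and 6.4e-07), but not under camera with the estimated correlation. Both medians were positive after centring (0.01 and 0.12) and with median-ratio factors (0.05 and 0.21), and lower than 0 under quantile normalization (-0.05 and -0.26). At 8 h its median was 1.62. All 26 genes were higher at 8 h with both inhibitors.

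The ribosome biogenesis factors (41 genes) had medians of -0.06, -0.42 and -1.14 with BMH-21 and -0.18, -0.58 and -0.33 with CX-5461. Those at 2 h were not past the threshold under camera and were 0.01 and -0.04 after centring. The ribosomal protein genes (85 genes) had medians of -0.06, -0.14 and -0.49 with BMH-21 and -0.16, -0.31 and -0.09 with CX-5461, all 6 of which were above 0 under quantile normalization. After centring the BMH-21 values were 0.02, 0.01 and -0.28 and the CX-5461 values -0.02, -0.15 and -0.30. Quantile normalization took the 8 h medians to 0.17 and 0.12. The median of all tested genes was -0.40 after 8 h of BMH-21 and 0.11 after 8 h of CX-5461.

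Between the inhibitors at 8 h, the pluripotency set was lower with BMH-21 by a median log2 difference of -1.05 (21 of 22 genes called lower) and the ribosome biogenesis factors by -0.78. These were -0.63 and -0.35 after centring and -0.58 and -0.31 with median-ratio factors. The p53 targets were higher by 0.23 and the 2-cell-like set by 0.21, and these were 0.66 and 0.64 after centring. Leaving out 1 library gave 0.17 to 0.36 and 0.09 to 0.30 for these 2, with the lowest of each without BMH-21 replicate 3, and -1.11 to -0.99 and -0.79 to -0.70 for the former 2. All 4 were past the threshold under camera and fry.

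**Figure D3:**
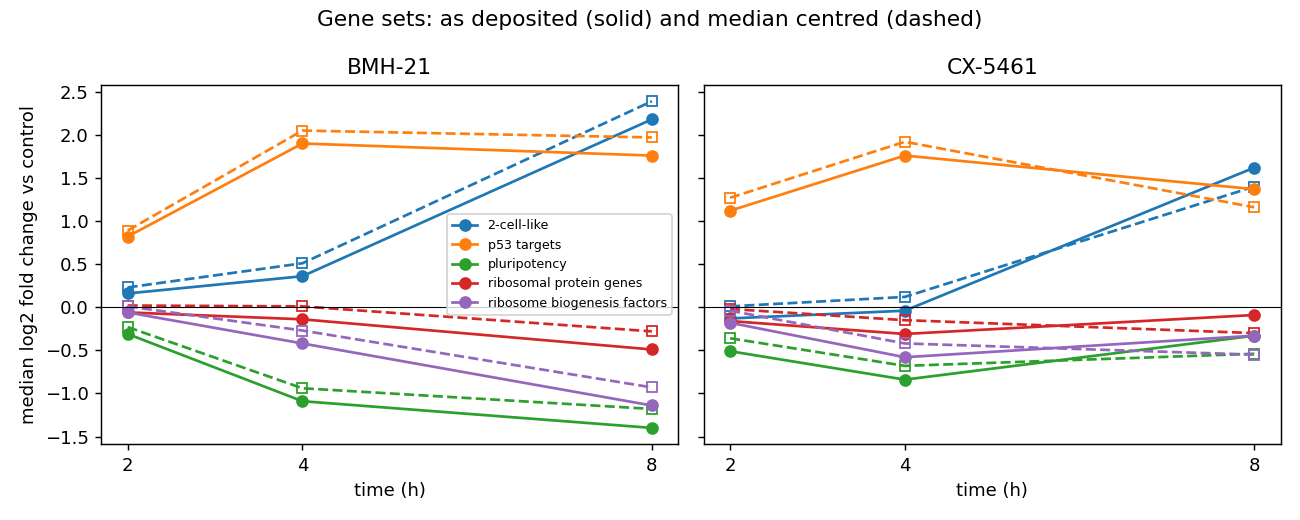
Median log2 fold change against control (vertical axis) of 5 gene sets by time in hours for each inhibitor, as deposited (solid lines, filled points) and after centring each library on its median (dashed lines, open squares). The p53 targets stayed above 0 in both scalings, while the ribosomal protein genes at 4 h of BMH-21 went from -0.14 to 0.01 and the 2-cell-like set at 4 h of CX-5461 from -0.04 to 0.12.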

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

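Of the tests in this part, those of the scaling factors and of sequencing depth were chosen only after the result was seen.

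The effects of the inhibitors differed from each other in 585 genes at 2 h, 2617 at 4 h and 11615 at 8 h, by a direct limma test of the difference. Effects at 8 h and 2 h of the same inhibitor differed in 11331 genes for BMH-21 and 8220 for CX-5461. In separate fits of the 6 samples of each comparison, 1 of the 10 splits, the real one, gave as many genes in 10 of the 11 comparisons, and the smallest share that 10 splits allow is 0.1. The exception was BMH-21 against CX-5461 at 2 h, where 2 of the 10 splits gave as many genes. There the real split gave 505 genes, and 1 other split gave 5983. That split set BMH-21 replicate 1 and CX-5461 replicates 2 and 3, with scaling factors of 0.981 to 1.046, against the other 3 libraries, with factors of 0.852 to 0.910. After centring the real split gave 2524 genes, and 1 of the 10 splits, the real one, gave as many. For changes of at least 2-fold against control, 1 of the 10 splits, the real one, gave as many genes in each of the 6 comparisons.

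More genes were higher than lower after 8 h of CX-5461, and the 8 h difference between inhibitors was mostly one of lower values with BMH-21. The share called higher was 71.1% as deposited and 49.9% with median-ratio factors. Those factors put the median fold change near 0 by construction, so the lower share decides nothing. The authors' scaling factors and a change in total RNA per cell cannot be told apart as sources of this balance, since no measure of total RNA was used here. GC content and transcript length were tested as causes of the balance at 4 and 8 h, but the test cannot decide. Removing their trends kept each library's mean level, and with it any shift common to all genes. The removal changed the share called lower by at most -0.7 and 0.8 percentage points in the 4 comparisons, of 14582 genes with a value. Differences between genes that follow GC content or length thus contributed little to the balance.

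Gene sets whose effect differed between inhibitors by camera are given as the median log2 difference, BMH-21 minus CX-5461. The 2-cell-like set was higher with BMH-21 by 0.29, 0.37 and 0.21 at 2, 4 and 8 h. The ribosomal protein genes differed by 0.11, 0.17 and -0.41, the last 0.01 after centring. The p53 targets differed by 0.12 at 4 h and 0.23 at 8 h, and the 4 h value ran from 0.07 to 0.20 when 1 library was left out. The pluripotency set differed by -0.07 and -1.05 at these times, where the 4 h value was 0.02 without CX-5461 replicate 2. The ribosome biogenesis factors differed by -0.78 at 8 h. With the authors' scaling factors replaced by median-ratio factors the 8 h ribosomal protein difference became 0.06, so its direction rests on the scaling, whose source stays open as for the balance above. The 8 h differences of the other 4 sets kept their direction and their side of the threshold under centring, quantile normalization and median-ratio factors, so the factors alone do not account for their direction. Leaving out 1 library gave 0.09 to 0.30 for the 2-cell-like set and 0.17 to 0.36 for the p53 targets. With the estimated inter-gene correlation none of the 4 was past the threshold as deposited, and after centring the p53 targets were (camera adjusted p 0.00479) and the other 3 were not. A difference between the compounds in strength or duration stays open, untested.

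All 12 fixed genes tested differed between inhibitors at 8 h. The log2 differences were 1.38 for Dux, 0.95 for Zscan4a, 1.12 for Zscan4b, 0.90 for Zscan4c, 0.96 for Zscan4d and 0.90 for Zscan4f. They were 0.58 for Cdkn1a, 0.96 for Mdm2 and 0.52 for Ccng1, and -0.59 for Pou5f1, -1.06 for Sox2 and -1.87 for Nanog. Genes named by the rule differed by 4.68 (Cyp1a1), 3.05 (Fank1), 3.03 (Cyp1b1), -3.18 (AI118078), -3.54 (Foxd3) and -3.72 (Fgf15). Centring changed no direction among these 18 genes and moved each by the same amount, the shift of -0.43 that it removed. The 5 Zscan4 values are not separate evidence, since reads can be shared between these paralogs.

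Genes outside the tested set held 0.075% of the reads in control and 0.133% after 8 h of BMH-21, 1.76 times the control share. The share after 8 h of CX-5461 was 1.40 times that of control. The filter acted on the deposited values, so at equal shares of reads a gene passed less easily in libraries with a higher scaling factor. The factors were 0.832 to 0.948 in control, 1.209 to 1.375 after 8 h of BMH-21 and 0.888 to 0.943 after 8 h of CX-5461. How far this raised the BMH-21 share was not tested. In 5 of the 6 treated groups, all but CX-5461 at 2 h, every library lay above the highest control (0.0760%). A difference in sequencing depth is argued against as the cause. Of the treated libraries, 7 had total reads inside the range of the controls (49976128 to 55844540), and all 7 lay above the highest control, with 0.0778% to 0.1392%. They came from 4 of the 6 groups, with none from BMH-21 at 2 h or CX-5461 at 4 h. Genomic DNA at a uniform rate per base was tested as well, but the test cannot decide. The 10% of untested genes that gained most after 8 h of BMH-21 held 56.6% of the gain. It was at most 31.5% in 100 simulations of a uniform rate, which drew sampling noise only. Variation between replicates in such low genes, left out of the simulations, could also raise this share. Genomic DNA and low-level transcription after inhibition both stay open as hypotheses.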

How the results depend on the processing

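Of the alternatives in this part, the median-ratio factors were chosen only after the deposited factors were seen. The results comprise 17 counts of genes, 45 tests of gene sets, 126 changes of single genes and 3 correlations between inhibitors. The replicate block changed no call or direction among the counts, sets and genes, and gave -0.26 for Nanog at 8 h of CX-5461 as without it. The offset of 5 reads changed none of these either. The mean of at least 1 left no value for Dux and for 9 of the genes named by the rule, which fell under it. Values are counts, median log2 changes of sets or log2 changes of genes. Where no cause is given, the cause was not tested.

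Centring each library on its median moved the count for BMH-21 at 2 h to 5285 genes, and the counts for BMH-21 against CX-5461 at 2 and 4 h to 2261 and 6719. Median-ratio factors gave 5243, 2208 and 6116, and quantile normalization 4634, 1847 and 6139. The higher counts go with a smaller spread between replicates, since the median residual SD was 0.15 as deposited and 0.09 after centring. The remaining 14 counts stayed within 1.5 times under centring and median-ratio factors. Quantile normalization also moved the 2-fold count for BMH-21 at 2 h to 320.

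Under centring the ribosomal protein genes changed sign at 2 h (0.02) and 4 h (0.01) of BMH-21 and in BMH-21 against CX-5461 at 8 h (0.01). They were no longer past the threshold at 4 h of CX-5461 (-0.15) and between inhibitors at 2 h (0.04). The ribosome biogenesis factors at 2 h of BMH-21 (0.01), the 2-cell-like set at 2 h (0.01) and 4 h (0.12) of CX-5461 and the p53 targets between inhibitors at 2 h (-0.03) changed sign. With median-ratio factors the ribosomal protein genes changed sign at 2 h (0.02) and 4 h (0.04) of BMH-21, at 2 h of CX-5461 (0.02) and between inhibitors at 8 h (0.06). They lost the threshold at 4 h of CX-5461 (-0.06) and between inhibitors at 2 h (0.01). The ribosome biogenesis factors at 2 h of BMH-21 (0.02) and CX-5461 (0.00), the 2-cell-like set at 2 h (0.05) and 4 h (0.21) of CX-5461 and the p53 targets between inhibitors at 2 h (-0.06) changed sign. These scalings add the same value to almost every gene of a comparison, so a median changes sign where it is smaller in size than the value and of the sign that is removed. Between inhibitors at 8 h the values removed were -0.43 by centring and -0.47 by median-ratio factors, against a ribosomal protein median of -0.41.

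Under quantile normalization the ribosomal protein genes changed sign at 2, 4 and 8 h of BMH-21 (0.01, 0.06 and 0.17), at 2, 4 and 8 h of CX-5461 (0.01, 0.04 and 0.12) and between inhibitors at 8 h (0.05). They lost the threshold between inhibitors at 2 h (0.01) and 4 h (0.02). The ribosome biogenesis factors changed sign at 2 h of BMH-21 (0.00) and CX-5461 (0.00) and between inhibitors at 2 h (-0.00) and 4 h (-0.03), and so did the p53 targets between inhibitors at 2 h (-0.07). The 2-cell-like set lost the threshold at 4 h of BMH-21 (0.19).

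Among the fixed genes, centring took Zscan4d at 2 h (0.40) and Zscan4a (0.47) and Zscan4b (0.46) at 4 h of BMH-21 past the threshold, and Sox2 at 8 h of CX-5461 (-0.34). Pou5f1 changed sign at 2 h of BMH-21 (0.01) and lost the threshold at 4 h (-0.08). Signs changed for Zscan4a, Zscan4c, Zscan4d and Zscan4f at 2 h (0.10, 0.13, 0.07 and 0.06) and 4 h (0.13, 0.13, 0.01 and 0.10) of CX-5461. Median-ratio factors did the same for Zscan4d (0.41), Zscan4a (0.50), Zscan4b (0.49), Sox2 (-0.24) and Pou5f1 (0.02 and -0.04). They changed the sign of Pou5f1 at 2 h of CX-5461 (0.01) and of Zscan4a, Zscan4b, Zscan4c, Zscan4d and Zscan4f at 2 h (0.13, 0.03, 0.16, 0.10 and 0.10) and 4 h (0.22, 0.07, 0.23, 0.10 and 0.19) of CX-5461. Quantile normalization took Dux at 2 h of BMH-21 (0.54) and CX-5461 (0.34), Zscan4c at 4 h of BMH-21 (0.27), Pou5f1 at 4 h (-0.06) and Nanog at 8 h (-0.02) of CX-5461 below the threshold. It took Zscan4d at 2 h of BMH-21 past it (0.34). It changed the sign of Sox2 at 8 h (0.09) and of Zscan4a, Zscan4c, Zscan4d and Zscan4f at 2 h (0.05, 0.11, 0.02 and 0.04) of CX-5461.

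Requiring a mean of at least 1 moved the 2-fold counts to 276 and 302 at 2 h of BMH-21 and CX-5461, and to 1518 and 1161 at 4 and 8 h of CX-5461, since fewer genes were tested. The ribosomal protein genes lost the threshold between inhibitors at 2 h (0.11) and 8 h (-0.41). Setting values below 0 to 0 moved the 2-fold counts at 2 h to 257 for BMH-21 and 273 for CX-5461. It left Dux at 0.00 at 2 h of both, since all its values there were below 0. Zscan4c at 4 h of BMH-21 (0.30) and the 2-cell-like set between inhibitors at 2 h (0.14) lost the threshold, and so did Mab21l2 at 2 h of CX-5461 (0.03). With all genes in the table, Zscan4c (0.30) and Pou5f1 (-0.23) at 4 h of BMH-21 lost the threshold, and the ribosomal protein genes (-0.16) and ribosome biogenesis factors (-0.18) at 2 h of CX-5461 gained it.

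Zscan4c at 4 h of BMH-21 lost the threshold without the mean-variance trend (0.30), with voom weights on the recovered reads (0.30) and with only the 2 groups compared (0.30). Robust variance took Zscan4a at 4 h of BMH-21 past it (0.32). With voom weights the 2-cell-like set at 2 h of CX-5461 gained it (-0.14) and the ribosomal protein genes between inhibitors at 8 h lost it (-0.41). The gain is not a called fall of the 2-cell-like set. In the main fit camera's direction for it was up, with a median of -0.13 against -0.18 for all tested genes. With only the 2 groups compared, Pou5f1 at 4 h of BMH-21 (-0.23) and the ribosomal protein genes between inhibitors at 2 h (0.11) lost the threshold.

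With camera's correlation estimated from the data, all 34 sets past the threshold lost it with their medians unchanged, since that setting alters the p-value alone. The p53 targets were those at 2, 4 and 8 h of BMH-21 (0.82, 1.90 and 1.76) and CX-5461 (1.12, 1.76 and 1.37) and between inhibitors at 4 and 8 h (0.12 and 0.23). The pluripotency set was lost at the same times (-0.31, -1.09 and -1.40, then -0.51, -0.84 and -0.33, then -0.07 and -1.05). The 2-cell-like set was lost at 2, 4 and 8 h of BMH-21 (0.16, 0.36 and 2.18), 8 h of CX-5461 (1.62) and 2, 4 and 8 h between inhibitors (0.29, 0.37 and 0.21). The ribosomal protein genes were lost at 8 h of BMH-21 (-0.49), 4 and 8 h of CX-5461 (-0.31 and -0.09) and 2, 4 and 8 h between inhibitors (0.11, 0.17 and -0.41). The ribosome biogenesis factors were lost at 4 and 8 h of BMH-21 (-0.42 and -1.14) and CX-5461 (-0.58 and -0.33) and at 8 h between inhibitors (-0.78). Under fry the sets lost were the ribosomal protein genes at 8 h of CX-5461 (-0.09) and at 2 h (0.11) and 4 h (0.17) between inhibitors, the 2-cell-like set between inhibitors at 2 h (0.29) and the pluripotency set at 4 h (-0.07).

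The correlation between inhibitors at 2, 4 and 8 h was 0.681, 0.893 and 0.853 with all genes in the table, 0.810, 0.923 and 0.845 under quantile normalization, and 0.722, 0.929 and 0.900 with the control replicates split between the inhibitors. At 4 and 8 h it was 0.947 and 0.911 with a mean of at least 1, 0.938 and 0.872 with values below 0 set to 0, and 0.947 and 0.912 with an offset of 5 reads.

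Leaving out 1 library at a time gave 2370 to 5592 genes for CX-5461 at 2 h, lower by over 1.5 times without control replicate 1 (2489) or 2 (2403) or CX-5461 replicate 2 (2370) or 3 (2492). BMH-21 against CX-5461 at 2 h gave 361 to 653 genes, with the low values without BMH-21 replicate 2 (372) or 3 (362) or CX-5461 replicate 2 (364) or 3 (361). The 4 h count gave 1687 to 2931, the lowest without CX-5461 replicate 3. The split turned from more higher to more lower between inhibitors at 2 h without BMH-21 replicate 2 (158 higher, 214 lower) or CX-5461 replicate 2 (171, 193) or 3 (179, 182). It did so at 4 h without BMH-21 replicate 1 (662, 1539) or CX-5461 replicate 1 (777, 1349) or 3 (731, 956). For BMH-21 at 2 h it turned from more lower to more higher without BMH-21 replicate 1 (1274, 850) or control replicate 1 (1137, 980) or 2 (1115, 931). No other split turned.

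Among the sets, ranges over these fits that crossed 0 were -0.16 to 0.03 for the 2-cell-like set at 4 h of CX-5461 (above 0 without replicate 3), -0.04 to 0.10 for the p53 targets between inhibitors at 2 h (below 0 without BMH-21 replicate 2 or CX-5461 replicate 2 or 3) and -0.13 to 0.02 for the pluripotency set between inhibitors at 4 h (above 0 without BMH-21 replicate 3 or CX-5461 replicate 2). The ribosomal protein genes at 2 h of CX-5461 (-0.25 to -0.10) and the ribosome biogenesis factors there (-0.26 to -0.13) gained the threshold without control replicate 3 or CX-5461 replicate 1. The ribosomal protein genes between inhibitors lost it at 2 h (0.04 to 0.19) without BMH-21 replicate 1 or CX-5461 replicate 2 and at 8 h (-0.43 to -0.39) without BMH-21 replicate 1 or 3 or CX-5461 replicate 1 or 2. Between inhibitors at 8 h the 2-cell-like set ran from 0.09 to 0.30 and the p53 targets from 0.17 to 0.36, both lowest without BMH-21 replicate 3 and both past the threshold throughout.

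Ranges of single genes that crossed 0 were -0.10 to 0.36 for Zscan4a (without replicate 2 or 3) and -0.02 to 0.15 for Zscan4f (without replicate 2) at 2 h of BMH-21. At 2 h of CX-5461 they were -0.12 to 0.08 for Zscan4c (without control replicate 1 or CX-5461 replicate 2) and -0.18 to 0.01 for Zscan4d (without replicate 2). At 4 h they were -0.25 to 0.13 for Zscan4a (without replicate 1 or 3), -0.18 to 0.16 for Zscan4c (without control replicate 1 or CX-5461 replicate 3) and -0.14 to 0.01 for Zscan4f (without replicate 3). Calls were gained for Zscan4d at 2 h (0.17 to 0.46, without replicate 1) and Zscan4a (0.21 to 0.46, without replicate 2) and Zscan4b (0.12 to 0.46, without replicate 2 or control replicate 1) at 4 h of BMH-21. They were gained for Pou5f1 at 2 h (-0.25 to -0.12, without replicate 1) and Zscan4b at 4 h (-0.40 to -0.05, without replicate 2) of CX-5461. Calls were lost at 4 h of BMH-21 for Zscan4c (0.20 to 0.40, without BMH-21 replicate 1 or control replicate 2 or 3), Zscan4d (0.22 to 0.53, without BMH-21 replicate 1 or control replicate 3) and Zscan4f (0.24 to 0.53, without BMH-21 replicate 1). They were lost there for Pou5f1 (-0.29 to -0.17, without BMH-21 replicate 2 or 3 or control replicate 1 or 2), and for Nanog at 8 h of CX-5461 (-0.33 to -0.22, without control replicate 1 or 2 or CX-5461 replicate 2 or 3). Of the 252 such fits of genes named by the rule, none changed a call or a direction. With 3 to 11 reads in control, the depth limits the size of the Dux changes. Relative to their size, its 2 h changes are limited most.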

Other observations

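Of the tests in this part, the one of Rn45s was chosen only after the result was seen.

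Cyp1a1 rose by a log2 fold change of 7.50 after 2 h of BMH-21 and by 0.26 after 2 h of CX-5461, from 30 to 57 reads per control library to 7383 to 8456 with BMH-21. Ahrr and Tiparp, chosen after their values were seen like Cyp1a2 (1.71 and 0.21), changed by 3.46 and 1.28 with BMH-21 at 2 h and by -0.13 and -0.59 with CX-5461. Cyp1b1 rose by 5.70 and by 0.70. At 8 h Ahrr was 0.43 above control with each inhibitor, past the threshold with neither (limma adjusted p 0.067 and 0.1). After centring it was 0.64 above control with BMH-21, past the threshold (limma adjusted p 3.8e-04), and 0.21 with CX-5461, not past it (limma adjusted p 0.2). Its 8 h difference between inhibitors was 0.00 as deposited and 0.43 after centring (limma adjusted p 0.013). Tiparp (0.75) and Cyp1a2 (1.35) were still higher with BMH-21 than with CX-5461 at 8 h. All these genes are targets of the aryl hydrocarbon receptor, and activation of this receptor by BMH-21 is a candidate explanation. It was tested on 15 other listed targets whose values had not been looked at, of which 9 were tested. Their median log2 difference between BMH-21 and CX-5461 at 2 h was 0.34, at percentile 100 of 10000 random lists matched on expression, whose median was 0.10. Of the 9 genes, 8 were higher with BMH-21, and 3 past the threshold were Nqo1 (0.51), Nfe2l2 (0.45) and Ptgs2 (1.17). After centring 6 of 9 were higher, with Aldh3a1 (-0.02) and Scin (-0.04) turned, and the same 3 were called. At 4 h the median was 0.26 (percentile 97.8), with 6 of 9 higher, 3 called higher and 0 lower, and Ptgs2 was -0.42, not past the threshold. Centring left 6 of 9 higher, with 5 called higher and Ptgs2 (-0.43) called lower. At 8 h the median was -0.03 (percentile 93.7, random lists -0.43), with 4 of 9 higher, 3 called higher and 2 called lower, which were Cyp2s1 (-1.60) and Scin (-0.62). After centring the median was 0.40, with 7 of 9 higher, all 7 called, and Cyp2s1 (-1.17) called lower. Receptor binding was not measured, and several of these genes also answer to oxidative stress, which was not tested.

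Rn45s, the 45S precursor of ribosomal RNA, was not lower than control at 4 h with either inhibitor, by log2 fold changes of 0.23 for BMH-21 and 0.06 for CX-5461. It was 0.33 with BMH-21 and -0.30 with CX-5461 at 2 h, neither past the threshold, and -0.63 and 0.40 at 8 h. The 8 h calls (limma adjusted p 7.3e-04 and 0.048) were lost after centring, where the log2 fold changes were -0.42 and 0.19 (limma adjusted p 0.26 and 0.64). Within BMH-21 it was lower at 8 h than at 2 h by -0.96 (limma adjusted p 5.9e-07), and by -0.82 after centring (limma adjusted p 0.032), with 11.33 to 11.49 at 8 h against 12.24 to 12.45 at 2 h. Within CX-5461 it was higher at 8 h than at 2 h by 0.70 (limma adjusted p 3.5e-04), and by 0.34 after centring (limma adjusted p 0.39). Between inhibitors it was 0.63 at 2 h and -1.03 at 8 h (limma adjusted p 0.019 and 1.1e-07), and 0.56 and -0.60 after centring (limma adjusted p 0.32 and 0.12). Its SD in the fit as deposited was taken as 0.22 against its own 0.55, so the p-values as deposited are too small. Rn45s was chosen after its values were seen. Carry-over of ribosomal RNA into poly(A) libraries, in amounts that vary between libraries, could hide a change against control. Rn45s had an SD between replicates of 0.55 on the log2 scale, against a median of 0.11 and a largest value of 0.18 in the 100 genes nearest in expression. Its share of reads ran from 0.247% to 0.905% between libraries. Whether RNA polymerase I output changed was not measured here and stays open.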
